# Topical ABT-263 treatment reduces aged skin senescence and improves subsequent wound healing

**DOI:** 10.18632/aging.206165

**Published:** 2024-12-03

**Authors:** Maria Shvedova, Rex Jeya Rajkumar Samdavid Thanapaul, Joy Ha, Jannat Dhillon, Grace H. Shin, Jack Crouch, Adam C. Gower, Sami Gritli, Daniel S. Roh

**Keywords:** senolytic, senescence, aging, wound healing, ABT-263

## Abstract

Senescent cells accumulate in aging tissues, impairing their ability to undergo repair and regeneration following injury. Previous research has demonstrated that targeting tissue senescence with senolytics can enhance tissue regeneration and repair by selectively eliminating SnCs in specific aged tissues. In this study, we focused on eliminating senescent skin cells in aged mice to assess the effects on subsequent wound healing. We applied ABT-263 directly to the skin of 24-month-old mice over a 5-day period. Following topical ABT-263, aged skin demonstrated decreased gene expression of senescence markers p16 and p21, accompanied by reductions in SA-β-gal- and p21-positive cells compared to DMSO controls. However, ABT-263 also triggered a temporary inflammatory response and macrophage infiltration in the skin. Bulk RNA sequencing of ABT-263-treated skin revealed prompt upregulation of genes associated with wound healing pathways, including hemostasis, inflammation, cell proliferation, angiogenesis, collagen synthesis, and extracellular matrix organization. Aged mice skin pre-treated with topical ABT-263 exhibited accelerated wound closure. In conclusion, topical ABT-263 effectively reduced several senescence markers in aged skin, thereby priming the skin for improved subsequent wound healing. This enhancement may be attributed to ABT-263-induced senolysis which in turn stimulates the expression of genes involved in extracellular matrix remodeling and wound repair pathways.

## INTRODUCTION

Accumulation of senescent cells (SnC) within multiple tissues during aging has a strong association with age-related decline and disease [1–3]. These chronic SnCs, although relatively rare, can be generally characterized by expression of cell cycle inhibitors such as p16, p21, increased senescence-associated beta-galactosidase (SA-β-gal) activity, and a senescence-associated secretory phenotype (SASP). The clearance of chronic SnCs is expected to decrease chronic, low-grade inflammation and improve tissue repair capacity, however, their effects can be both tissue and age specific [4]. In aged skin, chronic SnCs are reported to comprise up to 15% of cells in the epidermis and dermis in aged humans, primates, and mice [5–8]. The influence of these chronic SnCs residing in aged skin on cutaneous wound repair has not been well studied, but is hypothesized to contribute to the wound healing delay that occurs in aging [9].

Senotherapeutics represent a novel therapeutic approach that has spawned from the development of agents and strategies that specifically target cellular senescence as one of the potential mechanisms of aging and age-related diseases [1, 10]. Many senolytics, drugs that eliminate SnCs, are already in human clinical trials, demonstrating early promise of ameliorating age-related diseases such as osteoporosis, kidney disease, and pulmonary fibrosis [11]. These approaches are focused on removing chronic disease-associated SnCs but do not emphasize how senescence-reduction in aged tissues might affect responses to a subsequent injury such as cutaneous wounds. Targeting chronic SnCs in aged mouse skin through *in vitro* and *in vivo* approaches have demonstrated some reduction in detectable SnCs [12], however, there is limited data on the impact of SnC removal on subsequent wound repair.

We specifically examined ABT-263, a potent and broad-spectrum senolytic that inhibits the anti-apoptotic mechanisms of SnCs by inhibiting the anti-apoptotic proteins BCL-2 and BCL-xL, which are upregulated in SnCs. ABT-263 has demonstrated effectiveness in targeting aged dermal fibroblast and can alter aged skin senescence markers [9, 12]. However, the impact of ABT-263 on aged wound healing has not been thoroughly investigated.

## RESULTS

### Topical ABT-263 reduces general senescence markers in aged mouse skin

Aged (24-month-old) mice underwent a 5-day topical dorsal skin treatment with either 5μM ABT-263 or the control vehicle DMSO alone. The application of ABT-263 resulted in a significant decrease in gene expression of p16 and p21 in the skin compared to DMSO treatment (Figure 1A). Additionally, there was a reduction in the number of both p21 and SA-β-gal positive cells following ABT-263 treatment compared to DMSO (Figure 1B, 1C). Young (2-month-old) mice were treated in similar manner and did not demonstrate any significant decrease in expression of p16 or p21 (Supplementary Figure 1).

**Figure 1:**
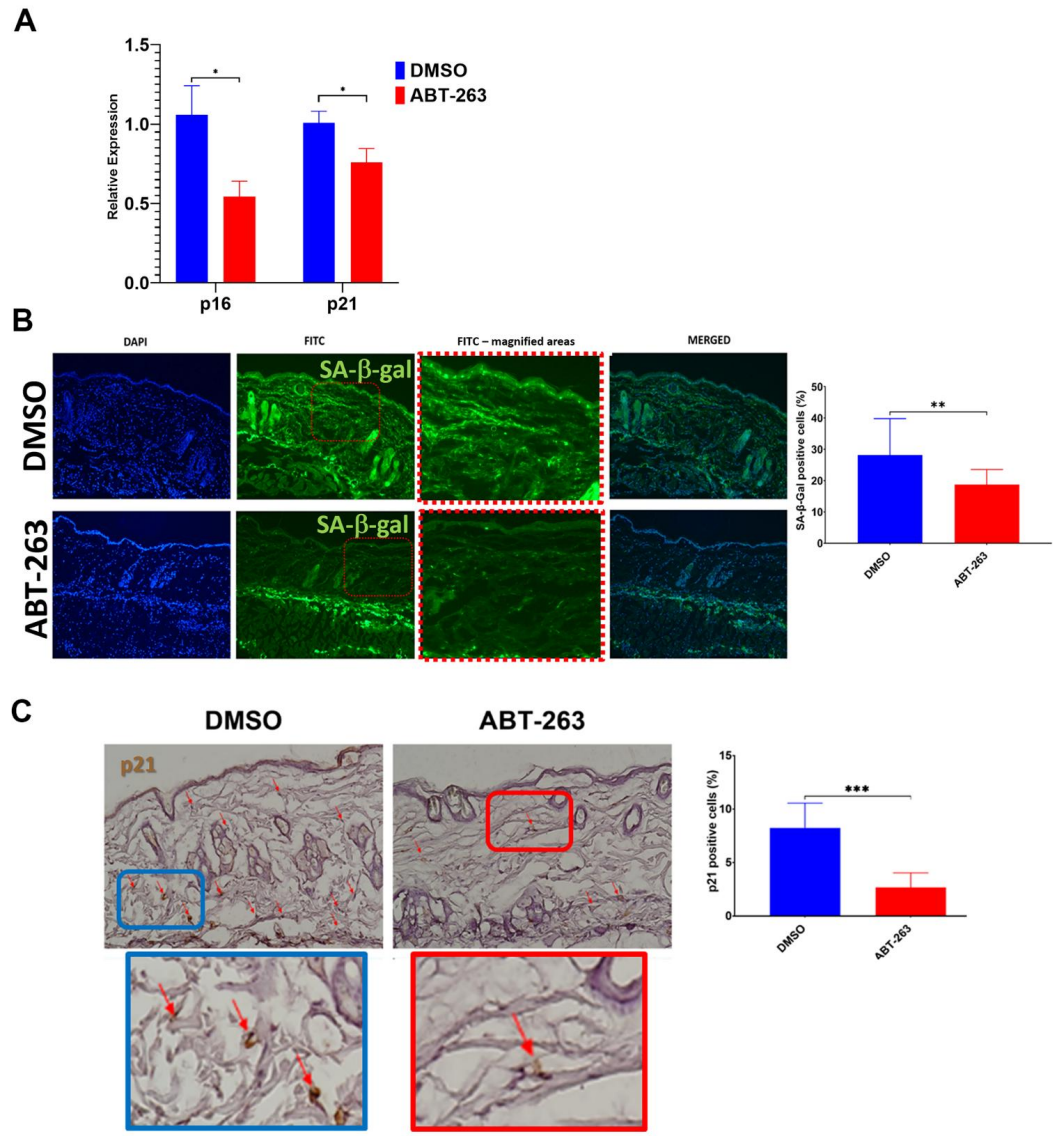
**Decreased senescence markers in aged skin treated with topical ABT-263.** (**A**) Relative p16 and p21 expression in whole skin after 5 days of ABT-263 (N=5) vs. DMSO treatment (N=5). (**B**) SA-β-gal positive cells (green) and quantification of percentage of positive cells. (**C**) p21 staining and quantification of percentage of positive cells. *p<0.05, **p<0.01, ***p<0.001, t-test.

### ABT-263 treatment acutely increases inflammation and dermal macrophage recruitment

There was evidence of increased cellular infiltration in both ABT-263 and DMSO-treated aged skin, with a higher level of infiltrating cells per high power field observed in the ABT-263 group (Figure 2A, 2B). This inflammation was driven by an elevated presence of F4/80+ macrophages after ABT-263 treatment located in both the superior papillary and lower reticular dermis (Figure 2C, 2D). Examination of additional immune cells demonstrated fewer CD4+ and significantly fewer CD8+ T-cells in aged skin treated with topical ABT-263 (Supplementary Figure 2).

**Figure 2:**
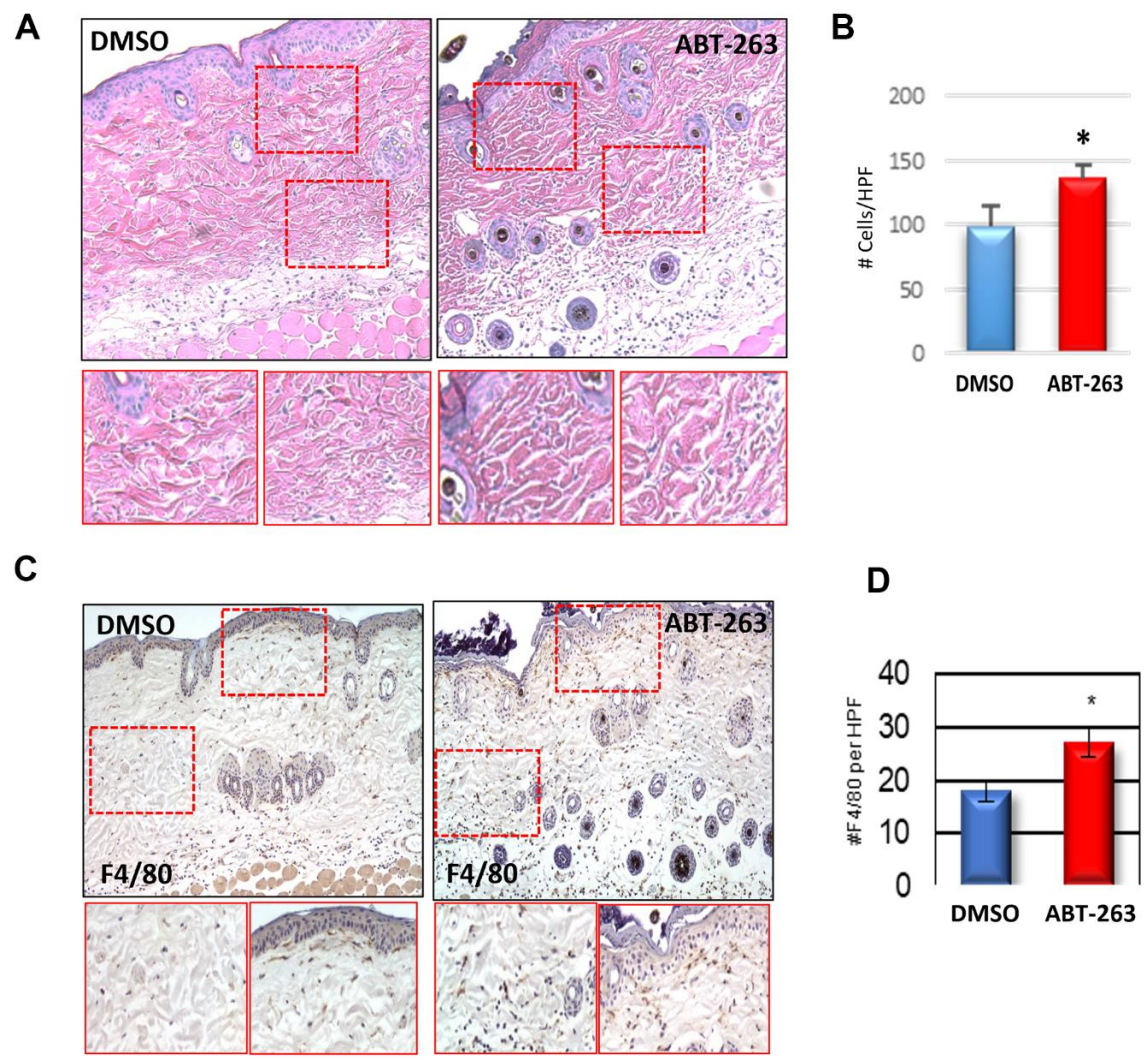
**Increased dermal macrophage infiltration in aged skin treated with ABT-263.** (**A**) H&E sections of aged skin after 5 days of ABT-263 (N=5) vs DMSO (N=5) treatment. (**B**) Number (#) of total cells/high-powered field (HPF). (**C**) F4/80 staining with areas of magnification in red displayed below, and (**D**) quantification of number (#) of F4/80+ cells per HPF. * indicates p<0.05, t-test.

### ABT-263 drives significant gene expression changes in skin including increased apoptotic signaling and mitochondrial dysfunction

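Dorsal skin of 24-month-old mice was sequenced in bulk after 5 days of topical treatment with 5 μM ABT-263 (3 mice) or with DMSO alone (4 mice), with 1 library per mouse. The authors aligned the reads to mouse genome build mm10 with STAR and counted uniquely aligned proper read pairs on the same strand for each Ensembl gene with featureCounts, leaving out mitochondrial genes. The deposited counts carry no normalization. Between 20344364 and 26824123 read pairs were counted per DMSO-treated mouse (median 23846889.5) and between 27325963 and 43562330 per ABT-263-treated mouse (median 39042225), so every ABT-263 library was larger than every DMSO library. The table lists 55450 genes, of which 30645 had at least 1 count. Gene symbols, gene types and positions were taken from GENCODE release M21 on GRCm38, the assembly also called mm10, which holds 55190 of the identifiers. That release is not the Ensembl build the authors name. Counts were normalized with edgeR's TMM method and compared between treatments with edgeR's quasi-likelihood test on the 17959 genes kept by its expression filter, two-sided, with Benjamini-Hochberg adjustment over those genes. Expression is given in CPM with TMM normalization. The labels name no batch. With 4 mice against 3, an exact permutation test cannot give a p-value below 0.0286.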

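At an adjusted p-value under 0.05 from edgeR's quasi-likelihood test, 4342 of the 17959 genes tested differed between ABT-263- and DMSO-treated skin, 2234 of them higher and 2108 lower after ABT-263. A change of more than 2-fold was found for 2229 of these genes (1299 higher and 930 lower). All ABT-263-treated mice lay on one side of all DMSO-treated mice in 37.1% of all genes tested, against 5.71% by chance. With protein-coding genes only, 1395 genes changed more than 2-fold, and with each mouse left out in turn between 1150 and 2415 did. Without ABT-263-treated mouse 478, 1735 genes passed the adjusted threshold. Among genes past both thresholds that rose, with every ABT-263-treated mouse above every DMSO-treated mouse and a mean of at least 1 CPM, the 5 with the smallest p-values were Gm4202, Tpm3-rs7, Slc39a7, Tmed10-ps and Gm7964. Gm4202, a processed pseudogene on chromosome 3 from 92689426 to 92690158, was at 2.50 to 3.03 CPM in the 4 mice after DMSO and at 15.1 to 21.8 CPM in the 3 mice after ABT-263, a log2 fold change of 2.68 (standard error 0.19, adjusted p = 0.00578 from edgeR). Tmed10-ps and Gm7964 are processed pseudogenes too, the sequence of Tpm3-rs7 is 99.1% identical to that of Tpm3, and 80.7% of the exon bases of Slc39a7 overlap another gene on its strand, so the assignment of reads to these genes is uncertain. The corresponding 5 genes that fell were Gm44005, 9930017N22Rik, Cadm1, Gm15417 and Pbrm1. Gm44005, which the annotation lists as a transcript to be tested by experiment and which lies inside another gene on the same strand, fell by 2.80 on the log2 scale (standard error 0.21, adjusted p = 0.00578 from edgeR). Pbrm1, on chromosome 14 from 31019138 to 31121592, went from 146 ± 6.56 CPM (SD, n = 4) to 62.0 ± 7.04 CPM (SD, n = 3).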

Bulk RNA sequencing of ABT-263 and DMSO treated skin revealed strong and significant differential gene expression between the two groups (Supplementary Table 1 and Figure 3A). The elevated expression of annexins and caspases and decreased expression of *Bcl2* indicate that ABT-263 promotes apoptosis by inhibiting anti-apoptotic Bcl-2 family proteins. 

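Of the 10 annexin genes tested, 4 were higher after ABT-263 at an adjusted p-value under 0.05 from edgeR (Anxa1, Anxa3, Anxa7 and Anxa11) and none was lower, and 5 passed when adjusted over the list alone. With trends on transcript length and GC content removed, 3 passed. Anxa1, on chromosome 19 from 20373428 to 20390944, rose from 296 ± 33.1 CPM (SD, n = 4) to 619.6 ± 17.4 CPM (SD, n = 3), a log2 fold change of 1.07 (standard error 0.15, adjusted p = 0.00635 from edgeR). Anxa11, on chromosome 14 from 25842156 to 25886804, rose from 6.00 ± 1.37 CPM (SD, n = 4) to 36.3 ± 13.4 CPM (SD, n = 3), a log2 fold change of 2.59 (standard error 0.28, adjusted p = 0.00578 from edgeR). All 10 caspase genes tested had a positive log2 fold change, between 0.21 and 1.96, and 7 passed the threshold, both over all genes and adjusted over the list alone. Bcl2, on chromosome 1 from 106538178 to 106714274, fell from 36.2 ± 4.91 CPM (SD, n = 4) to 13.1 ± 3.55 CPM (SD, n = 3), a log2 fold change of -1.47 (standard error 0.21, adjusted p = 0.00673 from edgeR). Every ABT-263-treated mouse had less Bcl2 than every DMSO-treated mouse (exact permutation test, two-sided, p = 0.0286, the smallest possible). With each mouse left out in turn, the log2 fold change of Bcl2 stayed between -1.69 and -1.30. The annotation places 21.5% of the exon bases of Bcl2 inside the intron of its longest transcript, so its count can include reads from intronic RNA. Among the other anti-apoptotic family members examined, Bcl2l1 had a log2 fold change of -0.20 (adjusted p = 0.478 from edgeR) and Mcl1 one of 0.28 (adjusted p = 0.451), neither past the threshold. That of Bcl2l2 lay between -0.00356 and 0.15 with each mouse left out in turn. In the list of the whole Bcl-2 family, 17 genes were tested, of which 4 were higher and 1 lower past the threshold. Without ABT-263-treated mouse 476, 1 was higher and 1 lower. From the rise of annexins and caspases and the fall of Bcl2, the paper concludes that ABT-263 promotes apoptosis by inhibiting anti-apoptotic Bcl-2 family proteins.

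**Figure D1:**
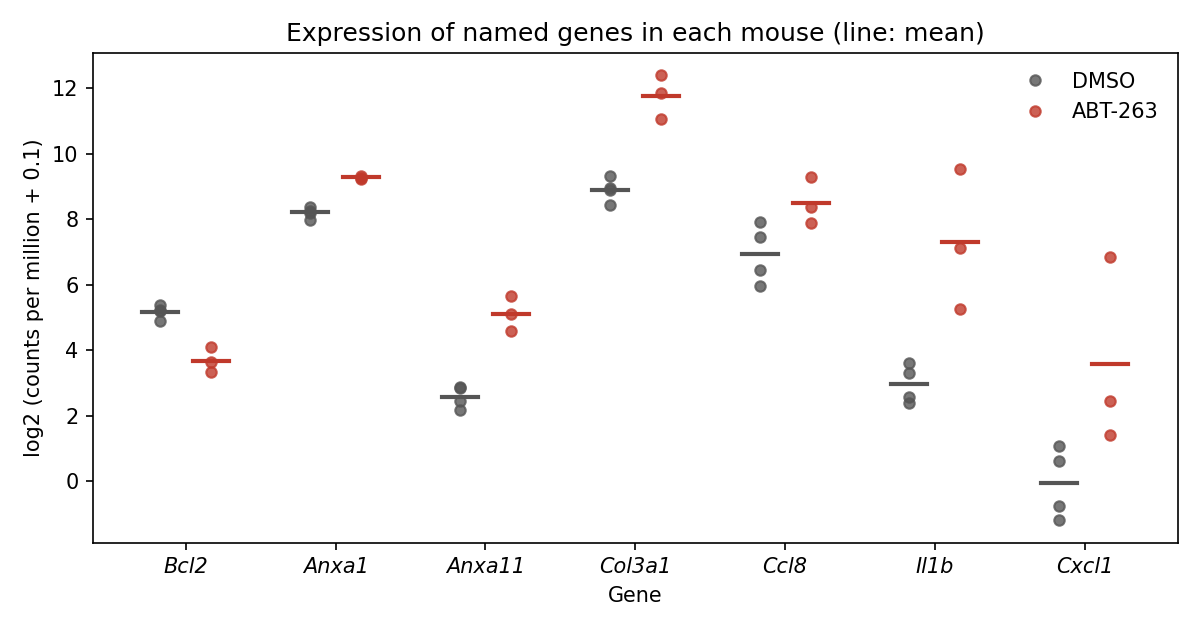
Expression of 7 named genes in each mouse on the log2 scale, in CPM with 0.1 added. Points are mice and lines are group means for DMSO (n = 4) and ABT-263 (n = 3). All ABT-263-treated mice lie below the DMSO-treated mice for Bcl2 and above them for Anxa1, Anxa11, Col3a1, Il1b and Cxcl1, and the groups overlap for Ccl8.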

We also used Gene Set Enrichment Analysis (GSEA) to measure the coordinate regulation of gene sets related to pathways and processes (Supplementary Table 2). GSEA confirmed that apoptotic and mitochondrial electron transport chain (ETC) gene sets were significantly coordinately up- and down-regulated, respectively, with respect to ABT-263 treatment (FDR *q* < 0.05, Figure 3B). 

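Gene set enrichment was run on the Entrez identifiers of the genes tested, ranked by the signed square root of edgeR's F statistic, with fgsea and 10000 permutations of genes, and adjusted over 10 sets. The sets were the mouse Reactome sets supplied with fgsea, since the Hallmark and WikiPathways sets of the figure were not used here. The Reactome apoptosis set (140 genes tested) had a normalized enrichment score (NES) of 1.12 (adjusted p = 0.253, permutation of genes), which does not pass the threshold. Of its genes, 21 were higher and 15 lower after ABT-263. Its NES was 1.25 when genes were ranked by the DESeq2 Wald statistic (adjusted p = 0.0853, permutation of genes) and changed sign, to -1.09, with trends on transcript length and GC content removed. The Reactome respiratory electron transport set (65 genes tested) had an NES of -3.17 (adjusted p = 0.000329, permutation of genes, the smallest these permutations allowed), with 39 genes lower and 0 higher. These p-values take genes as independent and leave out the variation between mice. An enrichment score as large was found in 3 of the 35 splits of the 7 mice into groups of 4 and 3 for electron transport, and in 21 of the 35 for apoptosis. With camera, the call for electron transport held at a preset correlation of 0.01 and under fry (adjusted p = 0.0152, rotation test), but not with the correlation between genes estimated from the mice (adjusted p = 0.248).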

A heatmap of the expression of *Bcl2* and the most significant genes within each gene set is presented in Figure 3C.

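Of the 32 apoptosis genes in Fig. 3C, all had a positive log2 fold change in the edgeR fit, with a median of 1.49, and 29 passed an adjusted p-value of 0.05 over all genes (32 adjusted over the list alone). The study picked these genes on the same mice, so these counts are not independent evidence. Without ABT-263-treated mouse 476, 17 of them passed and the median was 1.14. Of the 16 electron transport genes in the figure, all had a negative log2 fold change, with a median of -1.13, and 15 passed (16 adjusted over the list alone). Ndufa5, on chromosome 6 from 24518666 to 24528013, went from 325 ± 47.5 CPM (SD, n = 4) to 117 ± 11.8 CPM (SD, n = 3), the largest fall in the list, with a log2 fold change of -1.47 (standard error 0.17, adjusted p = 0.00578 from edgeR). In the family of 85 nuclear-encoded electron transport subunits tested, 51 were lower and 0 higher, and 61 passed when adjusted over the list alone, of which 1 was higher. The median of this family was -0.66, and between 29 and 59 of its genes passed with each mouse left out in turn. Skeletal muscle is a tissue rich in these subunits. Of 12 muscle genes tested, 11 fell, 4 of them past the threshold, and their median log2 fold change was -0.63. They moved unevenly, with a log2 fold change of -1.65 for Tnnc2 and of -0.04 for Myh1. Less muscle in the ABT-263 samples therefore stays open as a cause.

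**Figure D2:**
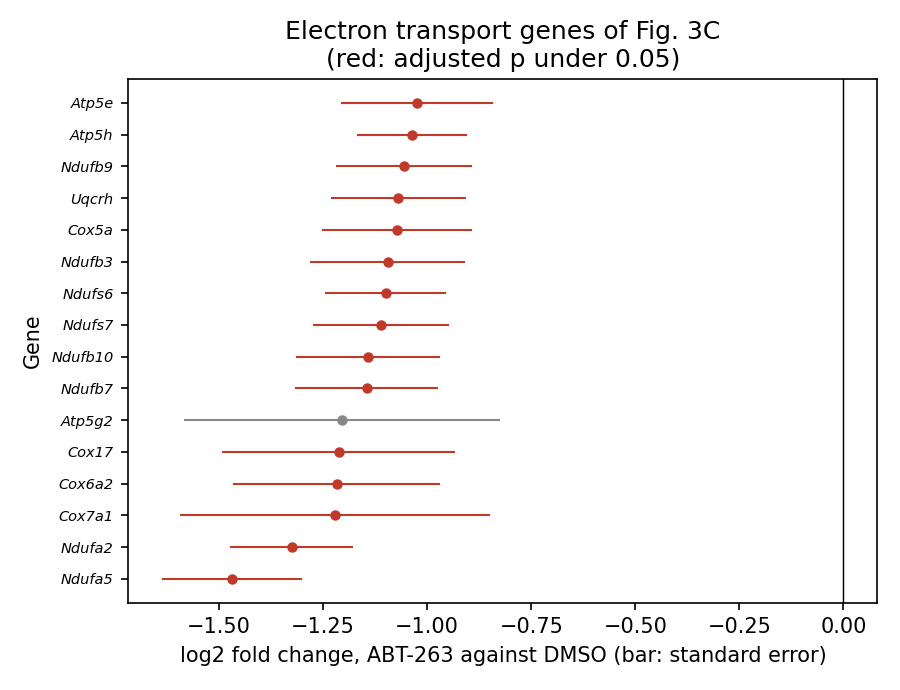
Log2 fold change of the electron transport genes of Fig. 3C after ABT-263 against DMSO. Points are edgeR estimates, bars are standard errors and red marks an adjusted p-value under 0.05. All 16 genes lie below 0.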

**Figure 3:**
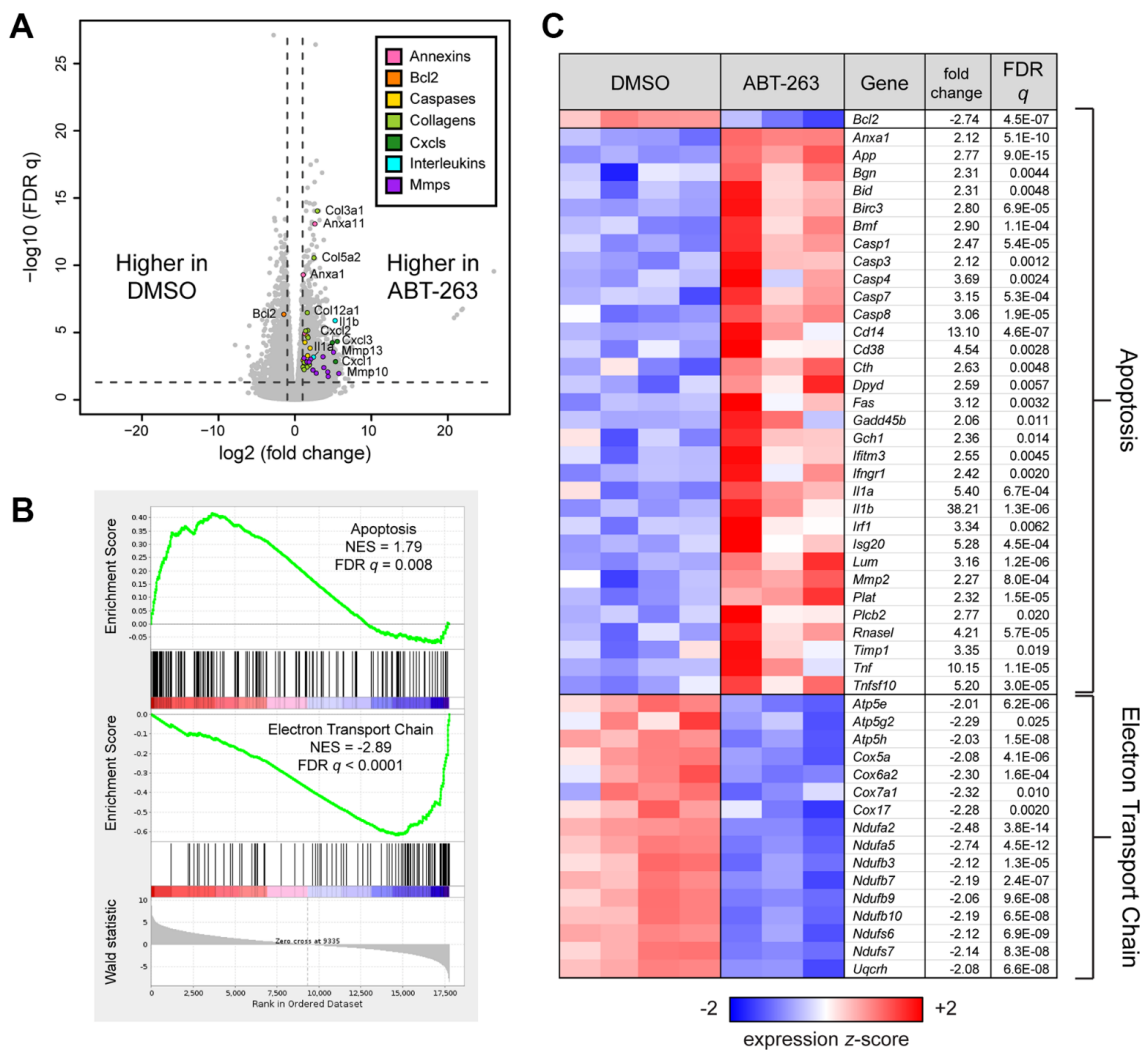
**ABT-263 induced changes in aged skin involving apoptosis and mitochondrial oxidative phosphorylation.** (**A**) Volcano plot corresponding to a Wald test of RNA sequencing data obtained from aged skin treated with DMSO (n=4) or ABT-263 (n=3). Selected genes with significant and strong differential expression (FDR q < 0.05, |fold change| > 2, indicated by dashed lines) are colored according to their function. (**B**) Gene Set Enrichment Analysis (GSEA) enrichment plots demonstrating significant (FDR *q* < 0.05) coordinate up- and down-regulation, respectively, of apoptosis (Hallmark) and mitochondrial electron transport train (WikiPathways, WP295) in ABT-263- vs DMSO-treated aged skin. (**C**) Heatmap of *Bcl2* and leading edge genes from each gene set that are also individually significant and strongly regulated by ABT-263 (Wald FDR *q* < 0.05, |fold change| > 2). Fold changes for downregulated genes are represented with their negative reciprocal (i.e., values of +2 and -2 correspond to two-fold up- or down-regulation by ABT-263, respectively). Genes are ordered alphanumerically by symbol within each gene set. Variance-stabilizing-transformed expression values are z-score-normalized to a mean of zero and SD of 1 across all samples in each column, with blue, white and red indicating z scores of ≤ 2, 0, and ≥ 2, respectively.

### ABT-263 increases the expression of many, but not all, SASP factors

To determine the effect of topical ABT-263 on SASP factors, we first used GSEA to determine whether the murine SASP gene set (R-MMU-2559582) in the Reactome pathway database was coordinately regulated with respect to treatment. 

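The Reactome set for the senescence-associated secretory phenotype had 44 genes tested, 5 of them higher and 3 lower after ABT-263 at an adjusted p-value under 0.05 from edgeR. Its NES was 1.13 (p = 0.269, adjusted p = 0.269, permutation of genes). With the DESeq2 Wald statistic as the ranking, the NES was 0.92 (p = 0.606, permutation of genes). The rotation test fry gave an adjusted p of 0.0152 for a shift upward, the only method run that placed this set past the threshold. Genes of cyclin regulation, the anaphase promoting complex, ubiquitin and histones made up 31 of the 44 genes, with a median log2 fold change of -0.03, and the other 13 had a median of 0.15.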

The expression of these genes was not significantly skewed in either direction by ABT-263 treatment (*p* = 0.93, Figure 4A). As the Reactome SASP gene set is primarily composed of genes involved in the anaphase promoting complex and cyclin regulation, with few encoding secreted proteins, we then performed GSEA using the mouse homologs of a completely separate set of genes compiled by Coppé et al. [13] that are increased in SASP, including interleukins, chemokines, inflammatory and growth factors, proteases/antiproteases, and soluble receptors/ligands. These genes were strongly coordinately upregulated by ABT-263 treatment (*p* < 0.001, Figure 4B). 

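The list was taken from the 54 genes of Fig. 4C, of which 51 were tested. Their NES was 2.44 (adjusted p = 0.000299, permutation of genes, the smallest these permutations allowed). With each mouse left out in turn, the NES stayed between 2.30 and 2.64. The call held under camera with the preset correlation and under fry (adjusted p = 0.0208, rotation test), but not with the correlation between genes estimated from the mice (adjusted p = 0.243). An enrichment score as large was found in 5 of the 35 splits of the 7 mice, so other groupings of the same mice can reach it.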

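Of the 51 genes of Fig. 4C tested, 43 had a positive and 8 a negative log2 fold change, with a median of 1.49. At an adjusted p-value under 0.05 from edgeR, 26 were higher and 2 (Igfbp2 and Mif) lower, and 33 passed when adjusted over the list alone. The count fell to 16 when every gene with a count was tested. Without ABT-263-treated mouse 476, 14 genes were higher, 1 was lower and the median was 0.86. Without DMSO-treated mouse 482 or 483, 12 were higher and 1 was lower, with medians of 1.46 and 1.34. The loss of calls was thus not particular to mouse 476, but the median was lowest without it. The largest rise was that of Mmp10, with a log2 fold change of 5.65 (standard error 1.59, adjusted p = 0.0410 from edgeR), which was 2.38 (adjusted p = 0.199) without mouse 476. With each mouse left out in turn, Mmp10 passed in 1 of the 7 fits. Il6 was at 52.5 CPM in mouse 476 and at 0.756 and 0.967 CPM in the other ABT-263-treated mice, and did not pass the threshold (adjusted p = 0.0907 from edgeR). In the IGFBP family, Igfbp7 rose from 59.8 ± 4.98 CPM (SD, n = 4) to 342 ± 128 CPM (SD, n = 3), a log2 fold change of 2.51 (standard error 0.26, adjusted p = 0.00578 from edgeR). Igfbp2 went from 75.2 ± 17.2 CPM (SD, n = 4) to 30.2 ± 13.0 CPM (SD, n = 3), a log2 fold change of -1.32 (standard error 0.30, adjusted p = 0.0215), and lost the call without ABT-263-treated mouse 478 (adjusted p = 0.0761). Igfbp3, Igfbp4 and Igfbp6 had log2 fold changes of -0.65, -0.21 and -0.40, none past the threshold.

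**Figure D3:**
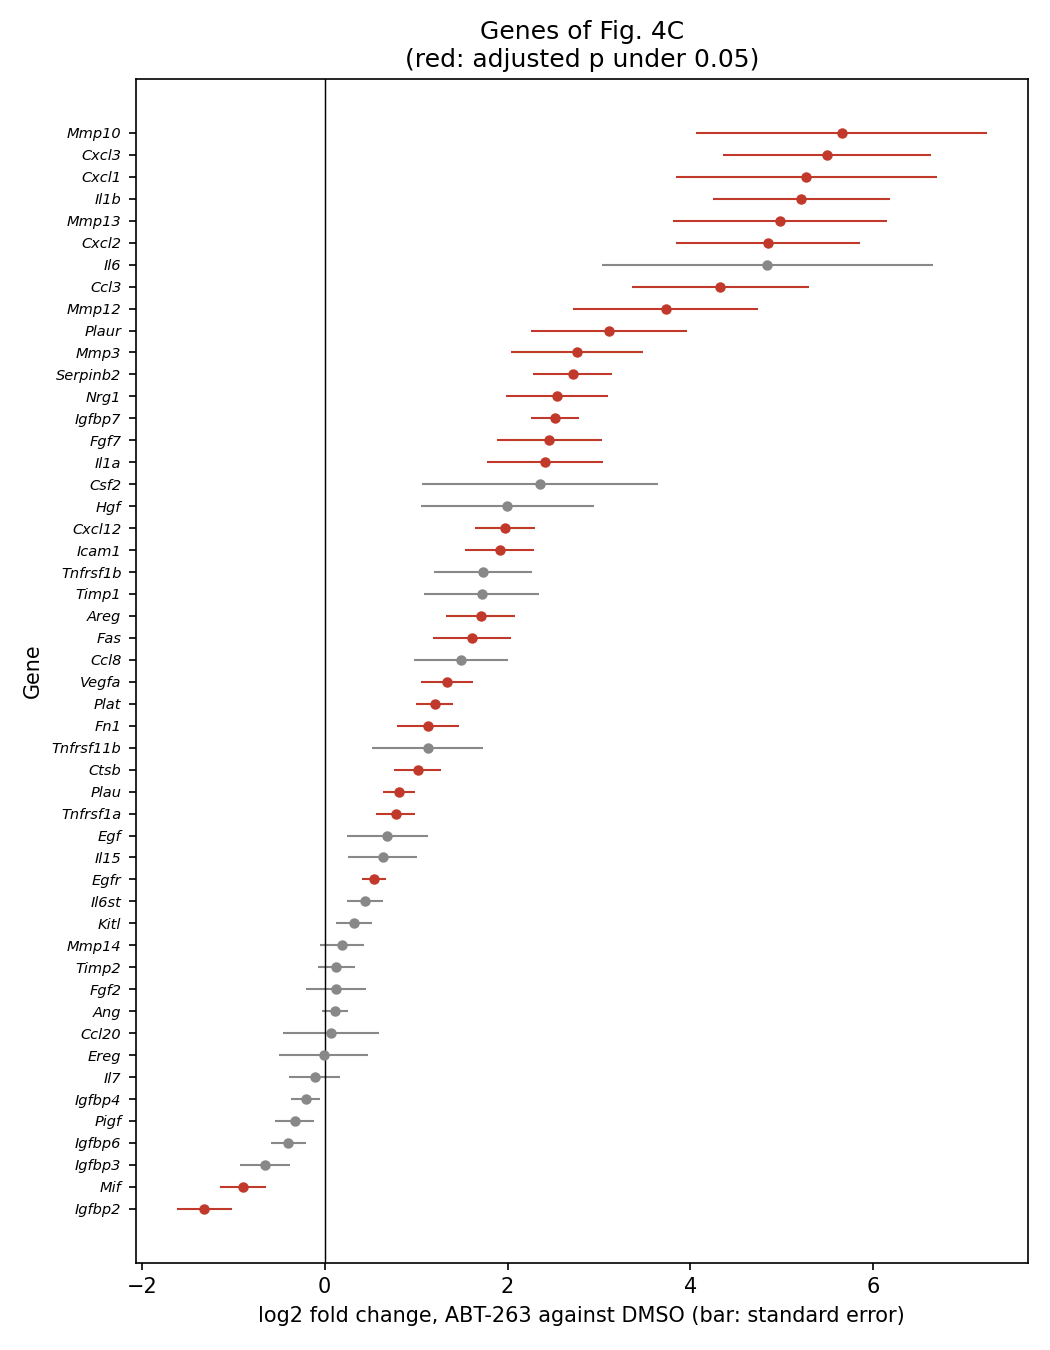
Log2 fold change of genes of Fig. 4C tested, after ABT-263 against DMSO. Points are edgeR estimates, bars are standard errors and red marks an adjusted p-value under 0.05. Mmp10 has the largest rise and Igfbp2 the largest fall.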

A heatmap of the expression of all SASP-related genes listed in Coppé et al. is included in Figure 4C, indicating that, while most of these genes are upregulated by ABT-263, others (e.g., IGFBP family members) are unchanged or downregulated with respect to treatment.

**Figure 4:**
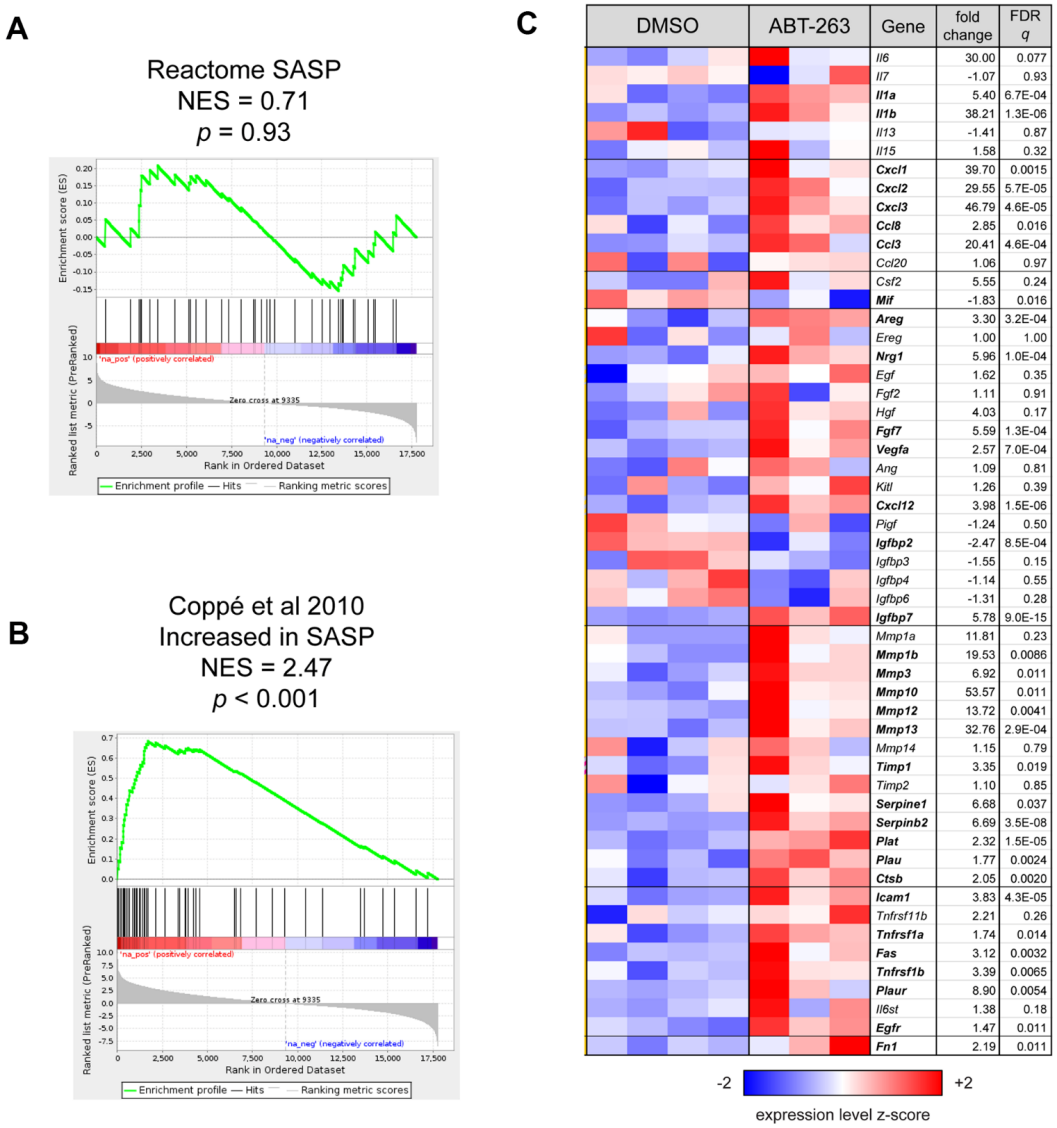
**ABT-263 induced changes in the expression of some SASP factors.** (**A**) Gene Set Enrichment Analysis (GSEA) enrichment plot for Reactome SASP gene set, which was not coordinately regulated with respect to ABT-263 treatment (*p* = 0.93). (**B**) GSEA enrichment plot showing that a set of 54 genes that are characterized as “increased” or “increased or no change” with SASP in Table 1 of Coppé et al. [13] are significantly coordinately upregulated with ABT-263 treatment (*p* < 0.001). (**C**) Heatmap of all genes described as in Coppé et al. [13]. Genes are presented in the same order and groups as in the source table; those with symbols in boldface are significantly regulated by ABT-263 (Wald FDR *q* < 0.05) in this experiment. Fold changes for downregulated genes are represented with their negative reciprocal (i.e., values of +2 and -2 correspond to two-fold up- or down-regulation by ABT-263, respectively). Variance-stabilizing-transformed expression values are z-score-normalized to a mean of zero and SD of 1 across all samples in each column, with blue, white and red indicating z scores of ≤ 2, 0, and ≥ 2, respectively.

### Topical ABT-263 upregulates multiple signaling pathways relevant to wound healing

We also used GSEA to examine the regulation of several gene sets representing the multiple stages of wound healing. 

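Reactome sets that stand near the stages of wound healing were tested in place of the Gene Ontology and Hallmark sets of Fig. 5, which were not used here, with the collagen biosynthesis set in common. Hemostasis (380 genes tested) had an NES of 2.28, with 108 genes higher and 26 lower after ABT-263. Interleukin signaling (101 genes) had an NES of 1.93, with 30 higher and 9 lower, and VEGF signaling (99 genes) one of 1.91, with 29 higher and 9 lower. Extracellular matrix organization (204 genes) had an NES of 2.43, with 74 higher and 11 lower, and collagen biosynthesis (49 genes) one of 2.15, with 21 higher and 3 lower. Each of these 5 sets had the smallest adjusted p-value the permutation of genes allowed, and each call held under fry, with adjusted p-values from the rotation test up to 0.0422. None held with the correlation between genes estimated from the mice, where the adjusted p-values from camera lay between 0.243 and 0.307. The number of the 35 splits of the 7 mice with as large an enrichment score was 9 for hemostasis, 18 for interleukin signaling, 4 for VEGF signaling, 5 for extracellular matrix organization and 2 for collagen biosynthesis. The mitotic cell cycle set (387 genes), tested for proliferation, had an NES of -1.19 (adjusted p = 0.0666, permutation of genes), and with DESeq2's Wald statistic as the ranking an adjusted p of 0.0479 in the same direction.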

In ABT-263-treated skin, genes related to hemostasis, inflammation, proliferation, angiogenesis, and collagen synthesis with extracellular matrix regulation were all coordinately upregulated (Figure 5).

**Figure 5:**
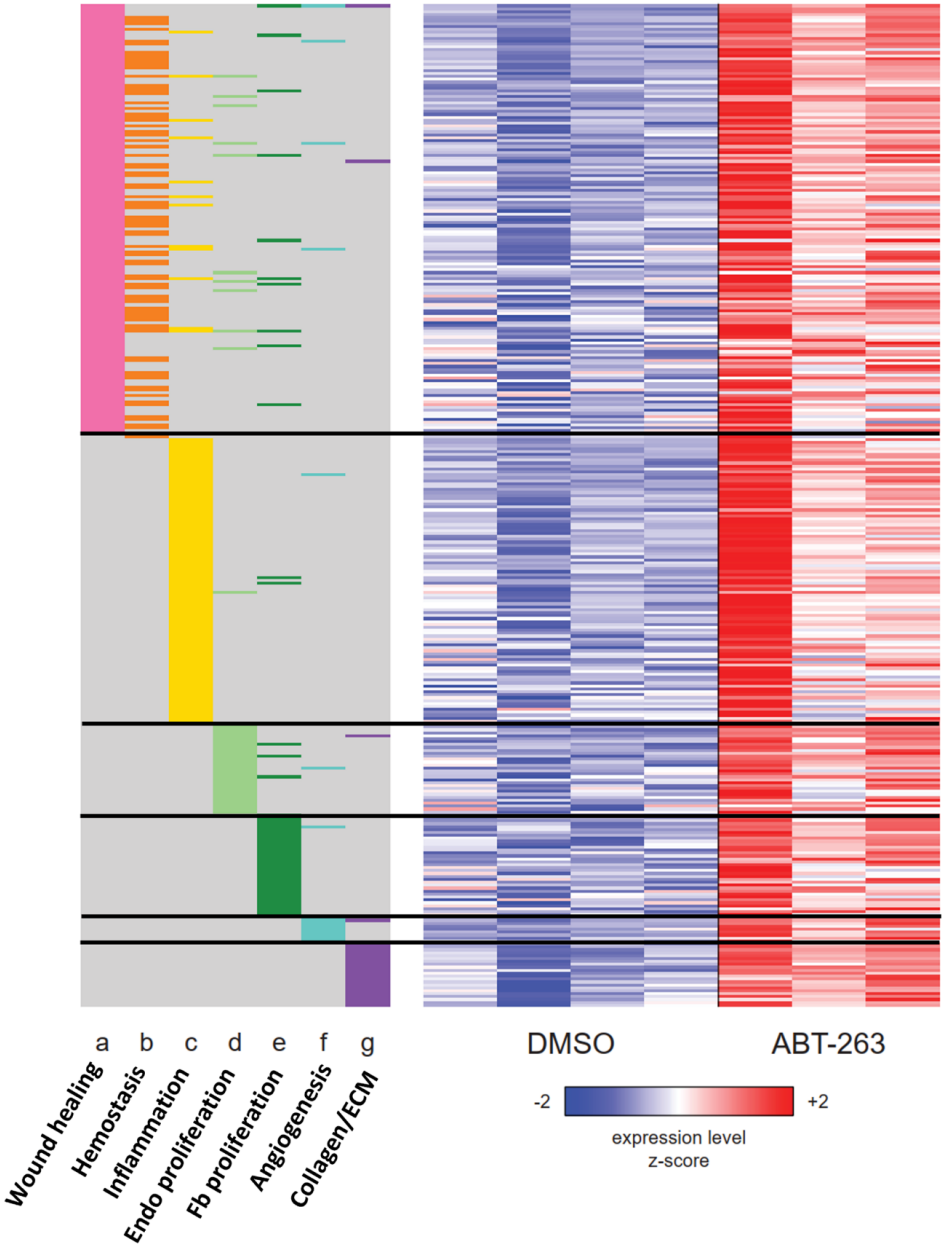
**Heatmap of the union set of leading edge genes from seven wound healing related gene sets with significant coordinate upregulation (FDR *q* < 0.05) in ABT-263- vs DMSO-treated aged skin.** The membership of each gene within each gene set is indicated with a colored box at the side of the heatmap: wound healing (GO:0042060), hemostasis (GO:0007599), inflammatory response (Hallmark), positive regulation of endothelial cell proliferation (GO:0001938), fibroblast proliferation (GO:0048144), angiogenesis (Hallmark), collagen biosynthesis and modifying enzymes (Reactome R-MMU-1650814). Rows and columns correspond to genes and samples, respectively. Rows are sorted from top to bottom first by gene set and then by Wald statistic. Variance-stabilizing-transformed expression values are *z*-score-normalized to a mean of zero and SD of 1 across all samples in each column, with blue, white and red indicating *z* scores of ≤ 2, 0, and ≥ 2, respectively.

### Pretreatment of aged skin before injury improves subsequent time to wound closure

Given the substantial upregulation of wound-healing-related genes and pathways following topical ABT-263 treatment, we assessed the impact of topical ABT-263 treatment on subsequent wound healing in aged mice. 24-month-old male mice received either 5μM ABT-263 in DMSO or DMSO for 5 days followed by creation of a 1cm full-thickness dorsal skin wound five days after the last day of treatment (Figure 6A). Mice treated with ABT-263 exhibited a significantly accelerated time to achieve complete wound closure, which became statistically significant by day 15 (Figure 6B, 6C). 33% of ABT-263-treated mice had completely healed by day 18, in contrast to 0% of DMSO-treated mice (Figure 6D). By day 24, 80% of ABT-263-treated mice had completely healed compared to only 56.3% in the DMSO group, representing a 1.4x fold improvement in complete healing rate.

**Figure 6:**
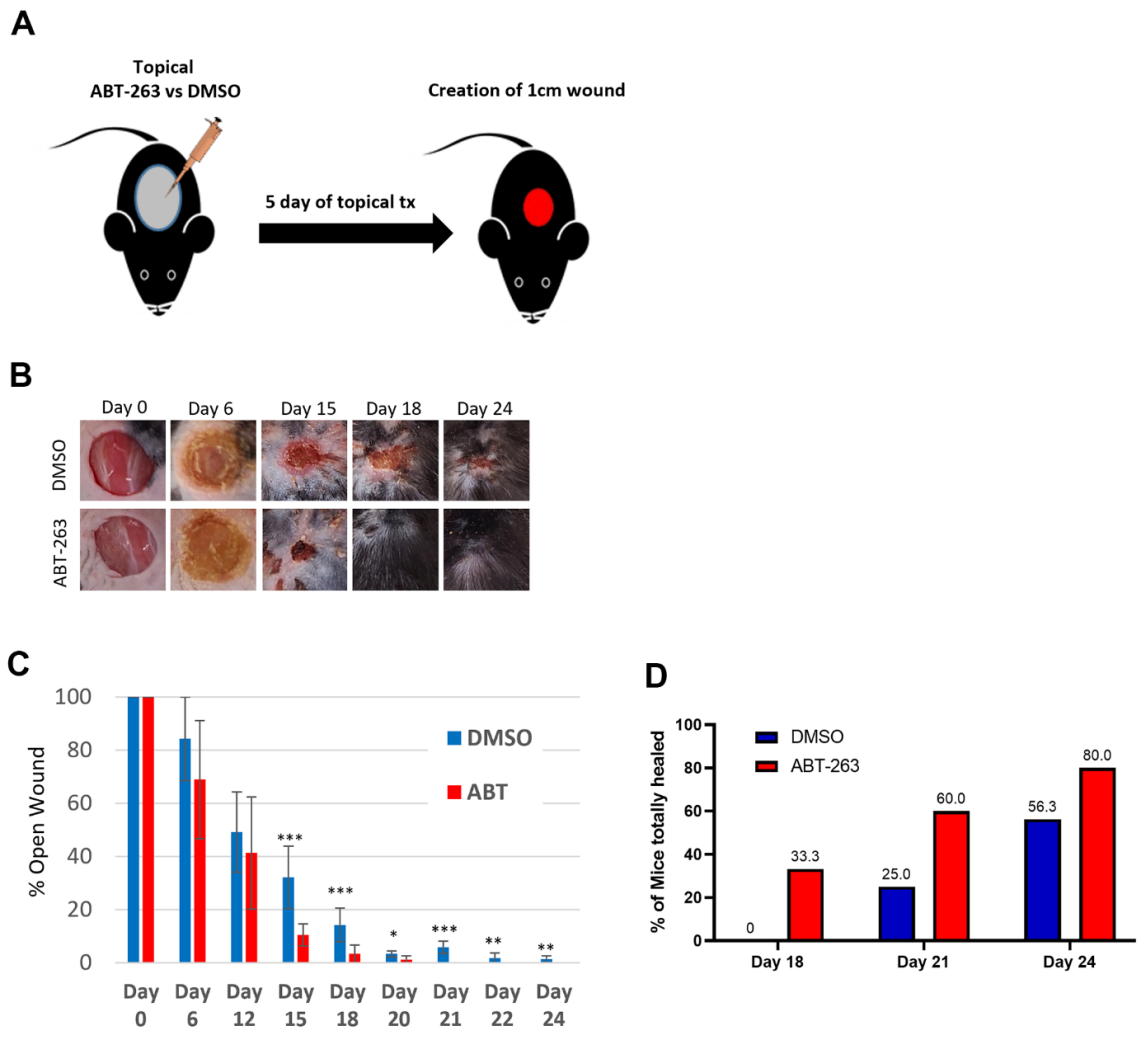
**ABT-263 skin pre-treatment accelerates wound closure in aged mice.** (**A**) Schematic of the experiment. (**B**) Representative wound photos after 5 days of ABT-263 vs DMSO treatment. ABT-263 (N=5-8 per timepoint) vs DMSO (N=5-8 per timepoint). (**C**) % wound contraction. (**D**) % of aged mice with completely healed wounds. t-test, *p<0.05, **p<0.01, ***p<0.001.

## DISCUSSION

Aged skin demonstrates cellular, molecular, and structural changes with accumulation of chronic SnCs [1, 5, 10]. As a result, aged skin is characterized by decreased barrier function, attenuated dermal thickness and altered structure, and an overall impaired regenerative capacity. Delays in wound healing in aging are multifactorial; however, the intrinsic cellular changes, with accumulation of chronic SnCs, may contribute to delayed repair. Our study demonstrates that the removal of chronic skin SnCs with topical ABT-263 senolytic application can enhance regenerative capacity, leading to accelerated cutaneous wound healing.

We selected ABT-263 for this study due to its reported broad-spectrum senolytic activity on multiple cell types [12, 14–18]. Furthermore, prior studies have utilized ABT-263 with robust effect on skin-specific SnC clearance of fibroblasts, myofibroblasts, and melanocytes [12, 18, 19]. To limit potential systemic effects such as transient neutropenia and thrombocytopenia [20], we utilized topical applications of ABT-263 dissolved in DMSO versus DMSO vehicle alone. After five days of treatment, we observed no significant changes in serum platelets and actually found elevated neutrophils in ABT-263-treated aged mice compared to DMSO controls (Supplementary Figure 3).

Thus, topical ABT-263 treatment appears to avoid the acute negative systemic effects of neutropenia and thrombocytopenia. We opted for pretreatment rather than continuous senolytic treatment to avoid potentially removing beneficial cells expressing senescence markers which arise transiently during the wound healing process and aid in wound healing, as their elimination has been demonstrated to delay the process of wound healing [21]. This pretreatment strategy could be particularly valuable for elective and reconstructive surgeries in elderly patients, who are at higher risk for non-healing wounds and incisional dehiscence.

Topical application of ABT-263 modified apoptosis and mitochondrial oxidative phosphorylation in aged skin, confirming its known targeted effects on other tissues and cell types. SnCs upregulate Bcl-2 to maintain an anti-apoptotic state, which ABT-263 targets to activate the apoptotic signaling pathway and remove SnC [22]. Following ABT-263 treatment, Bcl-2 expression decreased, consistent with its mechanism of action. This decrease in Bcl-2 was accompanied by increased levels of annexin and caspases, indicating enhanced apoptosis-related signaling. The impact on mitochondrial function was associated with the negative regulation of oxidative phosphorylation and mitochondrial bioenergetics. Lagadinou et al. found that ABT-263 causes severe impairment of oxidative phosphorylation in acute myelogenous cells within minutes, leading to targeted apoptosis [23]. Interestingly, sensitivity to ABT-263 has been proven to be reactive oxygen species (ROS) dependent, with some cancer cells exhibiting enhanced sensitivity to ABT-263 due to higher intracellular ROS [24]. As both aged skin cells and chronic SnCs share elevated intracellular ROS [25, 26], ABT-263 may be an effective senolytic for targeting skin SnCs to enhance regenerative capacity.

We observed a decrease in general senescence markers—p16, p21, and SA-β-gal—in the skin of aged mice after ABT-263 treatment. However, there were no changes in p16 or p21 gene expression in the skin of young 2-month-old mice, presumably because they have not accumulated a significant amount of SnCs. Despite the age-related reduction in senescence markers, ABT-263 treatment induced an increase in inflammation, characterized by significant macrophage infiltration of the treated skin. This heightened inflammation was supported by bulk RNA sequencing data, which revealed elevated gene expression in multiple inflammatory pathways. Given the overlap between many known SASP and general pro-inflammatory factors, it was not surprising that the transcription of some of these SASP genes (e.g., *Il1a, Il1b, Ccl3, Ccl8, Cxcl1, Cxcl2, Serpine1*) was significantly elevated following ABT-263 treatment. However, not all SASP factors were elevated; moreover, the murine SASP gene set in the Reactome pathway database was not found to be coordinately upregulated by Gene Set Enrichment Analysis, which is in agreement with a finding by Saul et al. [27] that there was no coordinate regulation of the human Reactome SASP gene set with respect to age in two separate cohorts.

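Il1b rose from 8.22 ± 3.33 CPM (SD, n = 4) after DMSO to 305 ± 377 CPM (SD, n = 3) after ABT-263, a log2 fold change of 5.21 (standard error 0.97, adjusted p = 0.0132 from edgeR), and passed the threshold with each mouse left out in turn. Its log2 fold change then lay between 3.45 and 5.74. The size of the rise depended on ABT-263-treated mouse 476: the fold change was 37.1 with all mice and 10.9 without that mouse. Il1a (log2 fold change 2.41, adjusted p = 0.0326), Ccl3 (4.33, adjusted p = 0.0213), Cxcl1 (5.27, adjusted p = 0.0375) and Cxcl2 (4.85, adjusted p = 0.0174) passed in the edgeR fit of all mice, and each lost the call without ABT-263-treated mouse 476. With each mouse left out in turn, Il1a passed in 1, Ccl3 in 4, Cxcl1 in 2 and Cxcl2 in 6 of the 7 fits. Cxcl1 was at 116 CPM in that mouse and at 2.57 and 5.37 CPM in the other ABT-263-treated mice. Without mouse 476 its log2 fold change was 1.90. Ccl8 went from 140.2 ± 80.9 CPM (SD, n = 4) to 394 ± 199.6 CPM (SD, n = 3), and its log2 fold change of 1.49 (standard error 0.51, adjusted p = 0.0685 from edgeR) did not pass the threshold. The DESeq2 Wald test placed Ccl8 past the threshold (adjusted p = 0.0163).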

Topical ABT-263 significantly altered gene expression in aged skin, particularly in pathways related to wound healing, including hemostasis, inflammation, angiogenesis, proliferation, and collagen and extracellular matrix regulation. This “priming” effect led to a notable improvement in wound healing kinetics, reducing the time to achieve complete healing. Accelerated healing was observable as early as day 6 and became statistically significant by day 15. Given the increased macrophage infiltration observed after ABT-263 treatment, we hypothesize that this early recruitment accelerates wound healing in aged mice. This macrophage recruitment might result from a senolysis-induced inflammatory response, as dying SnCs release their intracellular contents, which act as damage-associated molecular patterns (DAMPs) that activate the immune system. The transient inflammation induced by ABT-263 senolysis can help promote tissue repair and regeneration, as sensitization to inflammation has been demonstrated to enhance wound healing, causing the skin to react faster when faced with a secondary injury [28]. Future work will delineate the origin and identities of the macrophages recruited after ABT-263-induced senolysis as they appear to be beneficial to aged wound healing.

Our results differ somewhat from other studies using ABT-263, which we believe is likely due to differences in the age of mice, delivery method (systemic versus topical), and time points examined after treatment. For instance, Kim et al. administered 5 μM ABT-263 dissolved in DMSO versus DMSO alone for five days via intradermal injections in 25-month-old mice, which were sacrificed seven days post-injection [12]. They observed decreased levels of p16, p21, and SA-β-gal, but only certain SASP factors (*Il6, Mmp1, Cxcl1*) were significantly decreased, while others (*Mmp3, Mmp9, Mmp13, Tnf, Mcp1, Cxcl2*) demonstrated no significant difference. They also noted a significant increase in Col1a1 expression, correlating with increased dermal thickness. Lagares et al. used 100mg/kg ABT-263 via 14-day oral gavage in a bleomycin dermal fibrosis mouse model [14]. Using FACS analysis of digested skin, they found an increase (though not statistically significant) in total leukocytes and inflammatory monocytes in ABT-263-treated young control (non-bleomycin treated) mice. Takaya et al. used a chimeric model with aged human skin on nude mice. They dosed ABT-263 intraperitoneally at 50 mg/kg/day in DMSO vs DMSO alone for 7 days per cycle for two cycles at 2-week intervals. Five weeks later, the graft was retrieved and demonstrated decreased p16, p53, and SA-β-gal. Utilizing a nude mouse model, this study excluded a normal murine inflammatory response and found decreased expression of SASP factors (*MMP3, MMP9, IL1α, IL6, TNFα*), but an increase in *Col1a1* expression and collagen density [17]. Overall, our study observed similar responses of aged skin to ABT-263, including reduced general senescence markers and increased collagen expression. However, the mixed acute inflammatory and SASP response was likely due to our brief five-day topical treatment and the early measurement of these markers.

The consistent increase in collagen expression in aged skin following ABT-263 treatment is intriguing. 

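Of the 37 collagen genes tested, 13 were higher and 1 (Col27a1) lower after ABT-263 at an adjusted p-value under 0.05 from edgeR, and 15 passed when adjusted over the list alone. The median log2 fold change of the family was 0.62. It was 0.22 without ABT-263-treated mouse 478, the lowest with a mouse left out, and 0.79 without DMSO-treated mouse 483, the highest. With each mouse left out in turn, between 7 and 14 of these genes passed, with 7 without DMSO-treated mouse 482 and 7 without ABT-263-treated mouse 478. Col3a1, on chromosome 1 from 45311538 to 45349706, rose from 489 ± 122 CPM (SD, n = 4) to 3724 ± 1620.3 CPM (SD, n = 3), a log2 fold change of 2.93 (standard error 0.35, adjusted p = 0.00602 from edgeR). Col5a2 rose by 2.48 (standard error 0.31, adjusted p = 0.00622) and Col12a1 by 1.60 (standard error 0.22, adjusted p = 0.00641) on the log2 scale. Col1a1, among the most abundant, was at 2158 ± 439.6 CPM (SD, n = 4) after DMSO and 2995 ± 672 CPM (SD, n = 3) after ABT-263, a log2 fold change of 0.47 (standard error 0.25, adjusted p = 0.196 from edgeR), which does not pass the threshold.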

Aged skin generally demonstrates decreased collagen content (up to 75%) and increased fragmentation and disorganization [29]. ABT-263 appears to enhance collagen expression and production, potentially improving aged skin structure and function. The removal of SnCs by ABT-263 may create a more favorable environment for healthy fibroblasts to produce collagen, thereby promoting tissue regeneration and repair. This observation contrasts with the effects of ABT-263 on fibrotic skin conditions, such as scleroderma and hypertrophic scars, where the treatment typically reduces collagen expression and targets αSMA-positive myofibroblasts [14, 18]. This difference in collagen response might be due to the distinct cellular environments and pathological processes involved in aging versus fibrotic conditions. In fibrotic skin, where excessive collagen deposition by myofibroblasts is pathologic, ABT-263 effectively reduces collagen levels, alleviating fibrosis. These contrasting outcomes highlight the context-dependent effects of ABT-263 and suggest its potential for selectively modulating collagen expression based on the specific skin condition being treated.

Our study underscores the potential of topical senolytic treatments to enhance wound healing in aging skin, presenting a potentially promising strategy for preoperative care. Pre-treating aged tissues with senolytics could potentially “prime” them for improved surgical wound healing in elective cases. By clearing chronic SnCs before surgery, senolytics may create a more favorable cellular environment for healing. This priming effect could enhance the efficiency of surgical procedures, particularly in elderly patients who often experience delayed healing and complications [1, 30]. While our findings are preliminary, numerous studies have demonstrated the ability of senolytics to effectively target SnCs. However, confirming these effects may necessitate exploring multiple senolytics alongside ABT-263. By broadening our investigation to senolytics with enhanced specificity, we aim to optimize treatments for diverse age groups and wound types. This approach could lead to tailored senotherapeutic strategies that maximize benefits while minimizing potential drawbacks.

## MATERIALS AND METHODS

### Animals

Wild type aged (24 months) and young (2 month) C57BL/6 male mice were obtained from the National Institute of Health – National Institute of Aging.

### Topical senolytic treatment

Aged (24 months) mice were anesthetized with isoflurane anesthesia before topical senolytic treatment. Dorsal hair was removed with clippers followed by application of Nair™ (Church & Dwight Co., Inc, Ewing, NJ, USA) hair removal lotion. 70% ethanol was used to cleanse the skin. Topical senolytic ABT-263 (5 μM) or control vehicle-alone (DMSO) was applied on the skin daily and covered with a semi-occlusive dressing (3M™ Tegaderm™) for 5 consecutive days before wounding.

### Animal surgery

5 days after topical senolytic treatment, a 1 cm^2^ full-thickness excisional wound was created on the dorsal skin of mice under isoflurane anesthesia. 3M™ Tegaderm™ Transparent Film Dressing was used to cover the wounds. Mice were given 0.03 mg/kg buprenorphine subcutaneously for analgesia and were housed with food and water ad libitum. Postoperatively, wounds were imaged digitally every three days. ImageJ software was used to calculate the wound area (Version 1.53k).

### Real-time qPCR

The gentleMACS dissociator (Miltenyl Biotec, Germany) was used to homogenize the tissue and TRIzol™ Plus RNA Purification Kit (catalog #12183555) was used to extract RNA from skin tissue isolated from aged male mice treated with ABT-263 and DMSO for 5 days. RNA was reverse transcribed to cDNA using the Verso cDNA synthesis kit (Thermo Fisher Scientific, USA, ref. #AB-1453/B), following Nanodrop quantification. For quantitative real-time PCR, Maxima SYBR Green/ROX qPCR Master Mix (Thermo Fisher Scientific, ref. #K0222) (Applied Biosystems, Waltham, MA, USA) was used. To calculate the relative mRNA levels of senescence and SASP markers, β -actin was used as a control.

### Senescence-associated beta-galactosidase (SA-β-gal) staining

After completion of ABT-263 and DMSO treatment, tissues were first fixed with neutralized buffer formalin for 2 hours before being incubated overnight at 4°C in a 30% sucrose solution. To detect SA-β-gal in skin tissue, the CellEvent™ Senescence Green Detection Kit (Invitrogen, USA, catalog #C10851) was used. Frozen 5 μm-thick sections were washed with PBS and then with 1% BSA. Sections were treated with a prewarmed working solution and placed in a humidified chamber to prevent moisture loss before being incubated overnight at 37° C without CO_2_ and protected from light. After washing in PBS, the sections were mounted with VECTASHIELD^®^ Antifade Mounting Medium with DAPI (H-1200-10). Nikon Eclipse E400 fluorescent microscope at 10X and 20X magnification was used to capture microscopic images. The SA-β-gal positive cells were counted using Fiji-ImageJ (Version 1.53c).

### Immunohistochemistry and histological assessment

After fixation in 4% paraformaldehyde in PBS for 2 h at 4° C with subsequent overnight sucrose treatment at 4° C, the 5 μm-thick cryosections were washed in PBS. Antigen retrieval was performed in EnVision FLEX Target Retrieval Solution Low pH (Dako, USA, ref. #K8005) using Dako PT Link antigen retrieval machine. Sections were washed with PBS and traced with a hydrophobic pen. For immunohistochemistry, sections were incubated in BLOXALL^®^ Blocking Solution (SP-6000) for 10 mins for the quenching of endogenous peroxidase activity. Blocking was performed for 20 mins at room temperature with 2.5% horse serum. Sections were incubated with rabbit anti-p21 primary antibodies (ab188224); CD4 (ab183685), CD8 (CST 98941), F4/80 (ab6640) primary antibodies overnight at 4° C (1:100), washed with PBS, followed by incubation with ImmPRESS Polymer Reagent provided in the ImmPRESS^®^ Horse Anti-Rabbit IgG Polymer Kit (Vector Laboratories, USA, catalog #MP-7401) for 30 mins. After aspiration of secondary antibodies and extensive washing to remove unbound antibodies, sections were incubated with peroxidase (HRP) detection system (ImmPACT^®^ DAB Peroxidase Substrate, Vector Laboratories, USA, catalog #SK-4105) for 30 seconds to 1 minute or until desired stain intensity develops. The sections were rinsed in tap water and counterstained with Hematoxylin, mounted with VECTASHIELD^®^ Antifade Mounting Medium (H-1000-10), and coverslipped. Brightfield microscopy images were captured using Nikon Eclipse E400 fluorescent microscope at 10x SA-β-gal and anti-p21 staining, respectively. Percentages of SA-β-gal- and p21-positive cells were calculated using ImageJ software.

For Hematoxylin and Eosin staining, deparaffinized sections were rehydrated with distilled water. Mayers Hematoxylin staining for 1 minute, wash with distilled water, then counterstain with alcoholic-eosin for 1 minute before dehydrating with ethanol. After that, the stained slides were mounted and coverslipped. A Nikon Eclipse E400 fluorescent microscope was used to capture brightfield microscopy images at a magnification of 10x.

### Bulk RNA sequencing and analysis

RNA extraction was performed using RNeasy Fibrous Tissue Mini Kit (Qiagen, The Netherlands, catalog #74704). FASTQ files were aligned to mouse genome build mm10 using STAR (version 2.7.9a) [31]. Ensembl-Gene-level counts for non-mitochondrial genes were generated using featureCounts (Subread package, version 1.6.2) and Ensembl annotation build 109 (uniquely aligned proper pairs, same strand). FASTQ quality was assessed using FastQC (version 0.11.7), and alignment quality was assessed using RSeQC (version 3.0.0). Variance-stabilizing transformation (VST) was accomplished using the varianceStabilizingTransformation function in the DESeq2 R package (version 1.23.10) [32]. Differential expression was assessed using the Wald test implemented in the DESeq2 R package. Correction for multiple hypothesis testing was accomplished using the Benjamini-Hochberg false discovery rate (FDR). All analyses were performed using the R environment for statistical computing (version 4.1.2).

GSEA (version 2.2.1) [33] was used to identify biological terms, pathways and processes that are coordinately up- or down-regulated within each pairwise comparison. The Entrez Gene identifiers of all genes in the Ensembl Gene annotation were ranked by the Wald statistic computed between the DMSO and ABT-263 groups. Ensembl Genes matching multiple mouse Entrez Gene identifiers were excluded prior to ranking. This ranked list was then used to perform pre-ranked GSEA analyses (default parameters with random seed 1234) using the Entrez Gene versions of the MH (Hallmark), MH CP (Biocarta, Reactome, WikiPathways), and M5 (Gene Ontology, GO) gene sets obtained from the Molecular Signatures Database (MSigDB), version 2023.2.Mm.

### Statistical analysis

Unpaired t-test was used for comparisons between ABT-263 and DMSO-treated animals. The results are presented as mean + SD, with p<0.05 considered statistically significant.

### Data availability

The data discussed in this publication have been deposited in NCBI’s Gene Expression Omnibus and are accessible through GEO Series accession number GSE271149 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE271149). Data supporting the findings of this study are available from the corresponding author upon reasonable request.

## Supplementary Material

Supplementary Figures

Supplementary Table 1

Supplementary Table 2

# Supplementary material for: Topical ABT-263 treatment reduces aged skin senescence and improves subsequent wound healing
**Source:** Aging (Albany NY). 2024 Dec 3;17(1):16–32. doi: 10.18632/aging.206165
**Supplement:** Supplementary Figures

## SUPPLEMENTARY FIGURES

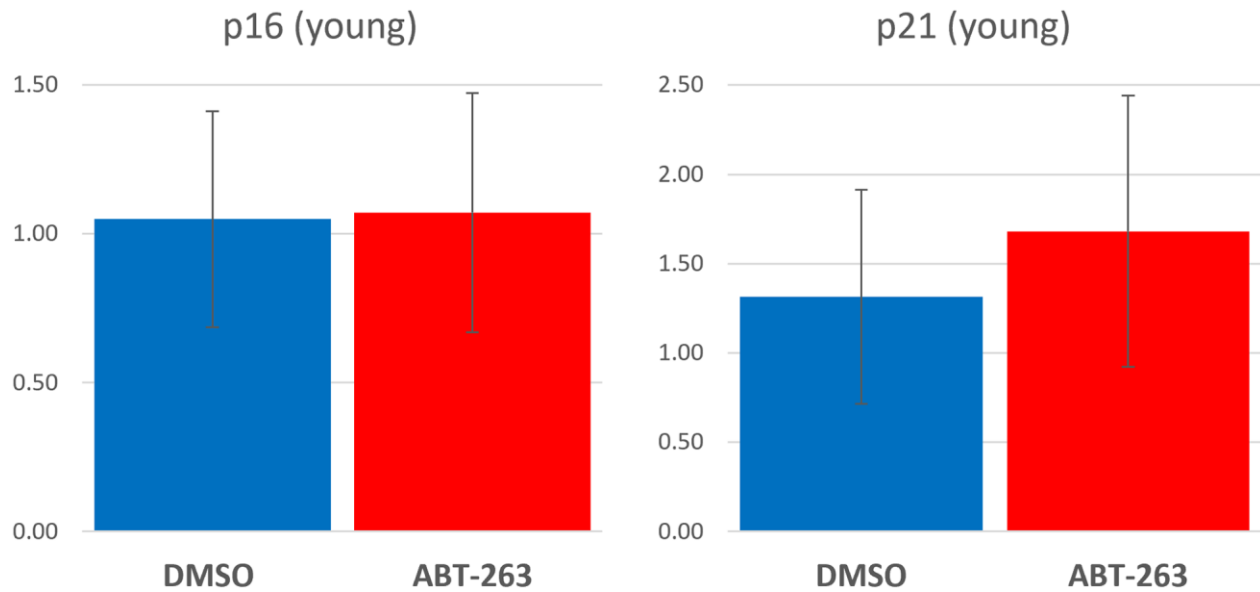

**Supplementary Figure 1. Topical ABT-263 does not alter p16 or p21 expression in young mouse skin.** p16 and p21 gene expression relative to  $\beta$ -actin after 5 days of ABT-263 (N=5) vs. DMSO (N=5), 2-month-old mice. t-test, \*  $p < 0.05$ .

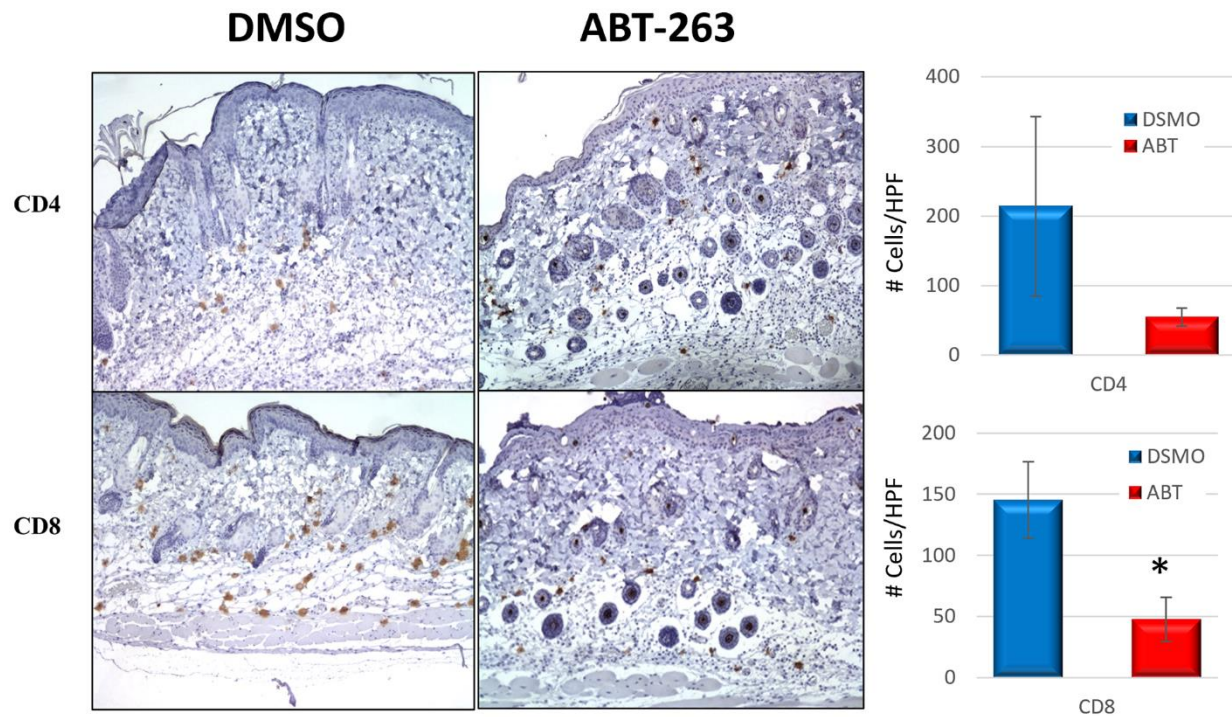

**Supplementary Figure 2. Topical ABT-263 decreased CD4 and CD8 cell infiltration in aged skin.** CD4 and CD8 staining of skin after 5 days of ABT-263 (N=5) vs. DMSO (N=5), 24-month-old mice. Number of cells/high-powered field. t-test, \*  $p < 0.05$  significance level.

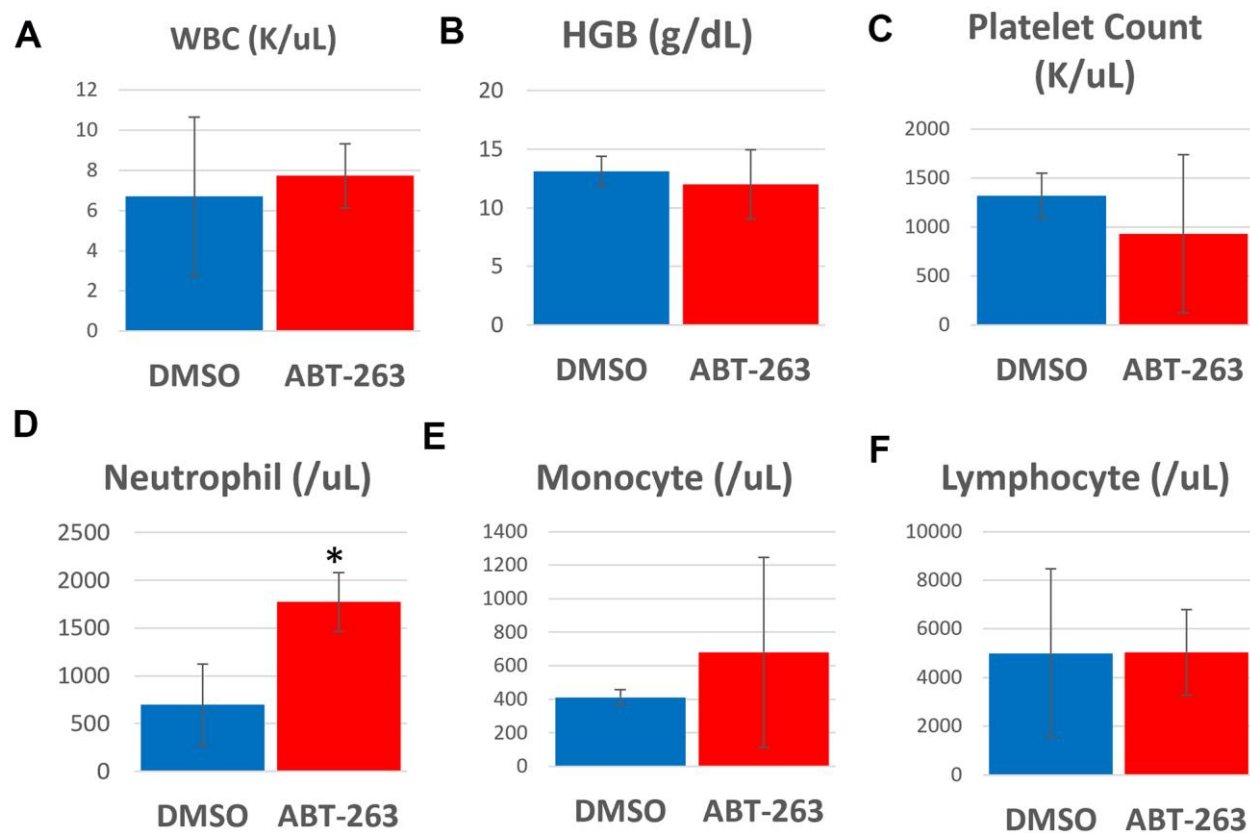

**Supplementary Figure 3. Topical ABT-263 effects on systemic blood counts in aged mice.** (A) White blood cell count. (B) Hemoglobin. (C) Platelet count. (D) Neutrophil count. (E) Monocyte count. (F) Lymphocyte count. Blood was obtained one day after 5 days of topical treatment with ABT-263 (N=3) vs. DMSO (N=2) in 24-month-old mice. t-test, \*  $p < 0.05$  significance level.

How the deposited data were processed for this re-analysis (not part of the article)

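Bulk RNA sequencing of dorsal skin from 7 mice aged 24 months was analyzed: 4 treated with DMSO (mice 480 to 483) and 3 with 5 μM ABT-263 (mice 476 to 478), each for 5 days. The authors aligned reads with STAR to mm10, counted uniquely aligned proper pairs per Ensembl gene on the same strand with featureCounts, and left out mitochondrial genes. They deposited these counts without normalization or a filter on low counts. A second deposited table holds the authors' variance-stabilized values on a log2-like scale, made from the counts with DESeq2. It served only as an alternative for the processed pseudogenes. Other measurements of the study are not analysed here, and 1 gene the paper names is not reported here. Total counts per library lay between 20344364 and 43562330, and every ABT-263 library was larger than every DMSO library. The 2 most similar libraries, of DMSO-treated mice 482 and 483, had a Spearman correlation of 0.987 across genes, and the correlation between mice of one treatment went down to 0.954, below the highest between treatments (0.974).

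Gene symbols, types, lengths and GC content came from GENCODE M21 on GRCm38, which held 55190 of the 55450 identifiers, and 10 of the 17959 tested genes had no entry there. Analyses were run in R 4.3.3. The main test was the quasi-likelihood test of edgeR 4.0.16 (TMM normalization, filterByExpr, robust estimation), two-sided, with Benjamini-Hochberg adjustment over the genes tested and thresholds of 0.05 and 2-fold. Gene sets were tested with fgsea 1.28.0 (10000 permutations of genes, seed 1234) on the signed square root of the F statistic, with adjustment over 10 sets, and with camera and fry of limma 3.58.1. The Reactome sets are those supplied with fgsea, since the MSigDB sets that the paper names were not used here. Permutation of genes does not account for correlated genes or for the variation between mice, so each set was also scored in all 35 splits of the 7 mice into groups of 4 and 3.

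In simulated data, 200 genes of these libraries with a mean of at least 1 CPM were changed by 2 on the log2 scale, up or down. Recovery of single genes with smaller changes was not simulated. Over 3 simulations edgeR recovered 80.5% to 87.0% of the 200 genes, with 4.92% to 8.52% of its calls false. The DESeq2 Wald test recovered 93.5% to 95.5%, with 20.2% to 23.3% of its calls false. These shares exceed the 5% the threshold sets, for edgeR at the upper end of its range and for DESeq2 throughout. Each set method found 2 of 2 sets shifted by 0.5 on the log2 scale and called 1 of the 18 other sets. Those sets can share genes with a shifted set, so that call need not be false. Counts were drawn independently for each gene, so the simulation cannot tell how the methods behave with correlated genes.

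The following were fixed before the data were examined: the test, the gene families, the marker lists, the rule for named genes and most alternatives. Named genes are those the paper names for the sequencing or labels in Fig. 3A, genes of Figs. 3C and 4C that are extremes, belong to the IGFBP family or differ in call, the 5 genes with the smallest p-value in each direction among genes past both thresholds whose groups do not overlap and whose mean is at least 1 CPM, and genes for senescence, macrophages, T cells and the Bcl-2 family. Malat1, Kcnq1ot1 and Ighv11-2 lie outside this rule and were chosen after their values were seen. The alternatives were the DESeq2 1.42.0 Wald test, DESeq2's size factors, testing every gene with a count, testing genes with at least 10 counts in every sample, protein-coding genes only, removal of trends on transcript length and GC content (mgcv 1.9.3), and leaving out each mouse. The Wald test was run without DESeq2's filter on low counts and without its outlier filter. These 2 options were set after the paper's supplementary table was seen to imply 30645 genes tested, the number with at least 1 count, so they were not chosen independently of the paper. Added after seeing the data were the Wald test with DESeq2's default filters, counts thinned to the size of the smallest library, leaving out each mouse for the marker lists and the processed pseudogenes, a sum of receptor genes that includes those above the expression filter, and small RNAs by position. Marker lists and pseudogenes were set against 10000 random lists matched on mean expression (2000 for the lists' alternatives). Intervals from counts cover counting error only.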

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

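All tests in this part were chosen after the patterns they bear on were seen.

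Among the 4 DMSO-treated mice, 67 measures were examined for a mouse far from the others (Dixon's ratio at its 5% level), and 8 exceeded it where chance gives 3.35. Mouse 481 stood apart in the summed expression of hair follicle keratins and regulators (ratio 0.972), which was far higher than in the other mice, and of the Bcl-2 family (0.859). Mouse 480 stood apart for the basal keratinocyte list (0.885), Igfbp2 (0.897), Cxcl2 (0.934), Bcl2l2 (0.893) and Pbrm1 (0.913), and mouse 482 for Mmp13 (0.896). The hair follicle list had a median log2 fold change of -2.19, which became 0.37 without mouse 481 and -7.10 without ABT-263-treated mouse 478, and 26 of the 35 splits of the mice gave a median as large. Its summed expression ran from 31.3 to 2593 CPM after DMSO and from 5.58 to 456 CPM after ABT-263, so the difference rests on single mice in both groups, and a different phase of the hair cycle in mouse 481 is a candidate explanation that no measurement here tests. No technical explanation was tested for the other 7.

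The paper does not discuss pseudogenes, although several lead its supplementary table. In 223 pairs of a processed pseudogene or copy and its parent gene, the ratio of the pair separated all ABT-263-treated from all DMSO-treated mice in 125 (56.1%, against 5.71% by chance), upward in 83 and downward in 42. No single pair passed adjustment (smallest adjusted p = 0.0693, exact permutation tests with Benjamini-Hochberg adjustment). Of the 35 splits of the mice, 1 separated as many ratios, the real one, and the next best separated 61. With libraries thinned to one size 120 pairs separated, and with trends on length and GC content removed from all genes 119 did, which argues against depth and against those trends as the whole cause. Identity with the parent had no relation to the size of the shift (Spearman's rho -0.0513 across pairs, p = 0.45, permutation test), but most pairs are nearly identical (median 98.6%), so that explanation stays open. Longer pseudogenes shifted upward: rho was 0.27 across the 122 pairs without ribosomal protein genes (p = 0.0022, permutation test of pairs, which are not independent replicates). A difference between the groups in fragment length or RNA integrity may therefore contribute. A biological effect of ABT-263 cannot be separated from such a difference, since all libraries of a group share the treatment.

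Genes that the annotation lists as transcripts to be tested by experiment (TEC) were lower after ABT-263: 195 of 412 passed the threshold downward. Those inside another gene on the same strand had a median log2 fold change of -1.93 (292 genes), those inside a gene on the other strand -0.87 (29 genes) and those outside genes -0.33 (91 genes). Genes listed as sense intronic had a median of -1.86. The nuclear transcripts Malat1 (-1.79) and Kcnq1ot1 (-1.79) fell too, and Bcl2 with -1.47 is a gene whose exons partly lie in an intron. Of the 35 splits, 1 gave as large a difference between TEC genes inside a gene on their strand and the others. Thinned libraries left the difference at -1.52, which argues against depth. Genomic DNA in the DMSO libraries would lower silent genes as far: the summed expression of the 1431 olfactory and vomeronasal receptor genes below the expression filter fell by 0.54 on the log2 scale, from 2.70 to 4.11 CPM down to 2.06 to 2.87 CPM. With the 6 receptor genes above the filter included, the sum did not fall (0.40 on the log2 scale). Those 6 genes rose by 0.82 on their own, and expressed genes do not measure DNA, so the larger sum cannot decide this. The sum below the filter fell, but not as far as the intronic genes, which argues against DNA as the whole cause. A smaller contribution is neither shown nor excluded. Histone genes without poly(A) tails fell by 0.29, and incomplete selection of polyadenylated RNA cannot be told apart from a change in cell division, which also sets histone transcripts. Small RNAs without poly(A) tails (snRNA, snoRNA, scaRNA and misc_RNA, 40 genes) fell further, with a median of -1.89, and the 13 of them not inside a gene on their strand had a median of -1.33, a fall in the direction incomplete selection would give. These RNAs are mostly nuclear too, so the explanation stays open. A lower amount of unspliced or nuclear RNA after ABT-263 may have a technical source in RNA extraction or a biological one in transcription, and the design does not separate them.

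Ighv11-2, an immunoglobulin segment, had 4132 counts in ABT-263-treated mouse 476, 3 in mouse 477 and 0 in the others. A count of 0 allows up to 3 counts. The gene was not in the edgeR test. The DESeq2 Wald test without its outlier filter called it (adjusted p = 2.83e-10), a call that rests on 1 mouse. The summed expression of the B cell and plasma cell list exceeded every DMSO-treated mouse in 1 of the 3 ABT-263-treated mice, which argues against B cells or plasma cells in all ABT-263 mice. Lymphoid tissue in the sample of mouse 476 is a candidate source, for which no other test was run.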

How the results depend on the processing

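The alternatives for genes, families and sets were set before the data were examined, apart from the thinned libraries and DESeq2's default filters, which were chosen after seeing the data, as were the alternatives for marker lists, leaving out mice for pseudogenes, and the splits of the mice for gene counts and marker lists. No paired analysis was possible because no mouse received both treatments and the groups share no replicate number.

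All genes past the threshold both in the main analysis and under any one of the alternatives kept their direction. The number of changed genes lay between 3247 and 5693 under the alternatives that keep all mice. With each mouse left out in turn it lay between 1735 and 4169, and it moved by over 1.5 times in 5 of the 7 fits. The 2-fold count was 1395 with protein-coding genes only, where fewer genes were tested, and between 1150 and 2415 with a mouse left out. Collagen genes past the threshold numbered between 7 and 14 with a mouse left out, electron transport subunits between 29 and 59, and genes of Fig. 4C between 13 and 24. The count for Fig. 4C was 16 when every gene with a count was tested, and the cause was not tested. Annexin and caspase counts stayed within 1.5 times.

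The sets depended on the method. With the correlation between genes estimated from the mice, camera left no set past the threshold (directional z value -1.48 for electron transport, 1.66 for the Fig. 4C list, 1.66 for hemostasis, 1.24 for interleukin signaling, 1.44 for VEGF signaling, 1.83 for extracellular matrix and 1.83 for collagen biosynthesis). The estimate takes up the variation between mice that gene permutation leaves out. The fry test placed the Reactome SASP set past the threshold (2.74). The apoptosis set reversed to -1.09 with length and GC trends removed. The mitotic set passed the threshold at -1.18 with the Wald ranking, with and without DESeq2's default filters, at -1.31 with protein-coding genes only and at -1.47 with length and GC trends removed, and lay between -1.55 and -0.82 with a mouse left out, past the threshold without mouse 482, 483 or 477. The causes were not tested.

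In the splits of the 7 mice into 4 and 3, 1 of 35, the real one, gave as many changed genes, as many changed more than 2-fold, and as many changed annexin, caspase, collagen, Fig. 4C and electron transport genes. For the enrichment scores the number of splits as large was 21 for apoptosis, 3 for electron transport, 6 for the Reactome SASP set, 5 for the Fig. 4C list, 9 for hemostasis, 18 for interleukin signaling, 4 for VEGF signaling, 5 for extracellular matrix, 2 for collagen biosynthesis and 21 for the mitotic set. No set was thus rarer than 1 in 20 splits, although 7 had small p-values by permutation of genes.

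Processed pseudogenes lay 0.12 above protein-coding genes of like expression (p = 0.0002 by permutation of genes, the smallest the random lists can give), but 8 of the 35 splits gave as large a difference, and it reversed to -0.0607 for the 223 named after their parent.

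Among 46 named genes, 9 lost the call when every gene with a count was tested, and 2 gained it under the DESeq2 Wald test. Of the 31 called, 10 lost the call without some mouse and 7 without mouse 476. Small changes reversed: Bcl2l2 was -0.0832 with length and GC trends removed and between -0.00356 and 0.15 with a mouse left out, Cdkn1a between -0.16 and 0.14, Cdkn2a between -0.56 and 0.24 and Mcl1 between -0.11 and 0.48. With a mouse left out, the marker lists for B and plasma cells (-0.40 to 3.30), hair follicle (-7.10 to 0.37), basal keratinocytes (-0.23 to 0.24), suprabasal keratinocytes (-1.003 to 0.0586) and senescence (-0.0519 to 0.19) changed sign. The senescence list was -0.0239 with protein-coding genes only and -0.0159 with length and GC trends removed.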

Differences from the paper's values

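Of 34 values the paper gives for a measure computed here, 7 differ by more than the error used, the SD over the fits that each left out one mouse for the sets. That SD understates the error between mice, so a count of 7 is an upper one, and a larger error would leave fewer, first without the small gaps in VEGF signaling, extracellular matrix organization and collagen biosynthesis. The 7 are all set results. The paper names MSigDB as the source of its sets, and the members of those sets were not compared with the sets used here.

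For the Reactome SASP set the paper's p-value is 0.93 and the value here is 0.269. Only the restriction to protein-coding genes (0.626) came within 1.5-fold of the paper's value, though not within the error, and none of the others, among them the DESeq2 Wald ranking (0.606), did. The paper's NES is about 0.71 in Fig. 4A, read by eye, against 1.13, and none of the alternatives set before the data were examined closed the gap. For Reactome apoptosis the paper's NES is 1.64 against 1.12, and none of those alternatives closed the gap. The same holds for interleukin signaling, with the paper's NES of 1.67 against 1.93. For VEGF signaling the paper's NES is 2.03 against 1.91, within the error under the DESeq2 Wald ranking (1.95) and without DMSO-treated mouse 482 (1.96), and not under the others. For extracellular matrix organization the paper's NES is 2.35 against 2.43, within the error in 5 of the fits without 1 mouse (480, 481, 482, 476 and 477) and not under the others. For collagen biosynthesis the paper's NES is 2.02 against 2.15, within the error under the DESeq2 Wald ranking (1.94), with at least 10 counts in every sample (2.09) and without mouse 481, 476 or 478, and not under the others.

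The paper states that apoptosis genes are coordinately raised, from the Hallmark apoptosis set, which was not tested here. The Reactome apoptosis set used here, a different set, did not pass the threshold under any method run. The 32 apoptosis genes of Fig. 3C, which the study picked on the same mice, all rose here, and 29 passed in edgeR. The paper lists Ccl8 among genes significantly raised. Here its adjusted p-value from edgeR was 0.0685, and the DESeq2 Wald test, the test in the paper's methods, calls it (0.0163), as it calls Timp1 and Tnfrsf1b of Fig. 4C, Timp1, Irf1 and Plcb2 of Fig. 3C and the electron transport gene Atp5g2, none of which passed in edgeR. It also calls Mmp1b of Fig. 4C, which the expression filter kept out of the edgeR test. Ccl8 was also called without DMSO-treated mouse 480 (adjusted p = 0.0399 from edgeR) and with DESeq2's default filters, a setting chosen after seeing the values (adjusted p = 0.0117). Of the 1956 genes in the part of the paper's supplementary table that was read, all raised with an adjusted p-value under 0.05, edgeR called 1839 and the Wald test 1956. Lowered genes of that table were not compared.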

Other observations

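The edgeR test, the rule for named genes and the marker lists were fixed before the data were examined. The tests of explanations in this part were chosen after the patterns they bear on were seen. So were the splits of the mice and the fits without a mouse for the marker lists. The rule for the test of intronic counts on Bcl2 was written before its value was computed, and the reading of that test was changed after the value was seen.

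The paper reports lower p16 and p21 by other assays in treated aged skin. These libraries come from other measurements than those assays. Cdkn2a, which encodes p16, was at 6.00 ± 2.91 CPM (SD, n = 4) after DMSO and 5.49 ± 2.56 CPM (SD, n = 3) after ABT-263. Its log2 fold change was -0.13 (standard error 0.43, adjusted p = 0.848 from edgeR). Counts per gene do not separate transcripts, so this value need not measure the p16 transcript alone. Cdkn1a (p21) was at 277 ± 74.7 CPM (SD, n = 4) and 266 ± 55.7 CPM (SD, n = 3), a log2 fold change of -0.06 (standard error 0.24, adjusted p = 0.878). With standard errors of this size a moderate fall is not excluded. The senescence list (6 genes) had a median of 0.01.

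The paper reports more F4/80-positive macrophages and fewer T cells by staining. Here Adgre1, which encodes F4/80, had a log2 fold change of 2.07 (adjusted p = 0.0291 from edgeR) and Cd68 one of 1.26 (adjusted p = 0.0333), and without mouse 476 these were 1.32 (adjusted p = 0.0778) and 1.12 (adjusted p = 0.104). The calls do not depend on that mouse alone: with each mouse left out in turn, Adgre1 passed in 1 and Cd68 in 2 of the 7 fits. The macrophage list (12 genes) had a median of 1.51, and 1.05 without mouse 476. Cd4 had a log2 fold change of 1.15 (adjusted p = 0.186 from edgeR) and Cd8a, at a mean of 0.330 CPM after DMSO, one of 2.45 (adjusted p = 0.126) that was 0.15 without mouse 476. Neither shows a fall in T cell transcripts.

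Median log2 fold changes of the other marker lists were 3.36 for neutrophils, 0.41 for T cells, 2.70 for B and plasma cells, -0.63 for skeletal muscle, 0.69 for adipocytes, -2.19 for hair follicle, 0.13 for basal, -0.40 for suprabasal and 1.08 for wound keratinocytes, 1.07 for fibroblasts, 1.04 for endothelium and -0.41 for sebaceous glands. Without mouse 476 the neutrophil median was 2.27 and that of T cells 0.09. Some medians that kept their sign also moved widely with a mouse left out. They lay between 0.70 and 2.63 for wound keratinocytes, 0.25 and 1.13 for adipocytes, and -0.95 and -0.33 for skeletal muscle. Those of fibroblasts (0.76 to 1.20) and endothelium (0.89 to 1.27) moved less. As large a median was found in 1 of the 35 splits of the mice for macrophages and 1 for fibroblasts, 2 for neutrophils and 2 for endothelium, 5 for skeletal muscle, 9 for sebaceous glands, 12 for adipocytes and 12 for wound keratinocytes, 17 for B and plasma cells, 21 for T cells, 23 for suprabasal and 26 for basal keratinocytes, 26 for hair follicle and 32 for senescence. Skin expresses most of these genes, and the fibroblast list holds collagen genes the paper names. The summed expression of the macrophage list separated the groups, as did that of the fibroblast list (each p = 0.0286, exact permutation test, adjusted p = 0.2 over 14 lists). The neutrophil and endothelial sums separated them too (each p = 0.0571, exact permutation test, adjusted p = 0.2). A lower share of muscle would raise the other lists alike, and the macrophage and sebaceous medians differ by 1.92, with ranges over the fits without a mouse that do not overlap, which argues against it. More immune cells, or more transcription in them, both stay open, and the inflammatory rise may in part reflect mouse 476.

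The electron transport genes lay below all 10000 random lists matched on length, GC content and expression (percentile 0, p = 0.0002 by permutation of genes, the smallest these lists can give), and 52 genes passed with libraries thinned to one size against 51, so gene length, GC content and library depth are argued against as the cause. Less skeletal muscle in the ABT-263 samples would lower muscle transcripts as far. The muscle list fell about as far, with a median of -0.63 (-0.95 to -0.33 with a mouse left out) against -0.66 for the electron transport genes. Its summed expression was 44393 to 88496 CPM after DMSO and 32242 to 45113 CPM after ABT-263. Less muscle therefore stays open as a cause. Its genes moved unevenly: of 12, 5 stayed above the electron transport list in every fit without a mouse (Acta1, Myh1, Atp2a1 and Mylpf, and Myl1, which rose). Others fell further (Tnnc2 -1.65, Pvalb -3.33), so a change within muscle, or in the types of fibre sampled, may contribute. An effect of ABT-263 on these transcripts also stays open.

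The fall of Bcl2 kept an adjusted p of 0.00622 from edgeR with libraries thinned to one size, which argues against depth. Intronic counts assigned to Bcl2 may contribute, as genes inside introns fell. As many as 6252 protein-coding genes have as large a share of exon bases inside their own introns. Their median was 0.02, and Bcl2 lay at percentile 1.04 among them. By the rule first written, a percentile under 2.5 would have excluded intronic counts as the cause. After the value was seen the reading was weakened, because so common a feature does not single out genes whose counts include intronic RNA. That contribution cannot be told apart from less mature Bcl2 transcript with counts per gene.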
